A study of Danio rerio with 4 samples.

How the data were processed

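ATAC-seq, in which a transposase cuts and tags DNA that is not packed into closed chromatin, had been run on dissociated cells of the pronephric duct, the kidney tubule of the zebrafish embryo. Per the labels, embryos of a transgenic line with GFP in the pronephric epithelium were injected at the 1-cell stage with an antisense morpholino that blocks translation of actl6a or with a standard control morpholino. Ducts were collected at 30 hours post fertilization from 15 embryos, and 10000 to 20000 viable cells per sample entered a library. The 4 samples were grouped by the treatment in their labels, 2 with the control morpholino and 2 with the actl6a morpholino. The genotype in the labels is wild type. Replicate numbers are taken from the labels, which state no pairing of samples across groups.

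Per the labels, 1 coverage track belongs to each library and 1 peak list to each group. The authors deposited each track as signal, a coverage value for every 50 bp bin of the genome. No header or label names the aligner, the read filters, the treatment of duplicate reads, any shift of reads for the transposase or the normalization. Within each track, 99.9993% of low values (up to 20 steps) on the named chromosomes were whole multiples of a library's own step, within 0.1 of a step. The size of the steps and the number of bins per read fit RPKM per bin, from which the depth was inferred. Under that reading 117 and 136 M reads (M for mega) made up the control tracks and 148 and 165 M the actl6a tracks. These depths are an inference from the values, and the reads behind them need not be independent molecules. The inferred reads per union peak had medians of 120 and 126 in the control libraries and 121 and 121 in the actl6a libraries. If those reads were independent molecules, counting error at that depth would be 0.11 on the log2 scale, and the median spread between libraries of a group was 0.29. The labels name the libraries of a group as separate samples, and each was kept as a sample. In 248 union peaks at least 1 library had under 10 inferred reads.

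The deposited peak lists hold a chromosome, a start and an end for each peak, without score, height or p-value. The caller, its threshold and the way replicates were combined are not given in the labels or headers. Sequence names and lengths in the tracks are those of GRCz11, and coordinates are printed in that build, counted from 1. The 25 named chromosomes were analysed, leaving mitochondrial DNA and 967 unplaced scaffolds out of the main comparisons.

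Each track was divided by its mean over the named chromosomes, so that a value of 1 is the genome mean of that library. Both peak lists were merged into union peaks where they touched or overlapped, and the signal of a peak was the length-weighted mean of the track. Union peaks were compared with limma 3.58.1 (lmFit and eBayes with a trend, R 4.3.3) on log2(scaled signal + 0.5), with a two-sided test and a Benjamini-Hochberg adjusted p under 0.05. A log2 change on this scale understates the change of peaks with low signal. The fit had 2 residual degrees of freedom and 32.9 prior degrees of freedom from the other peaks. The share of all signal lying in union peaks was compared with a two-sided exact permutation test. Peak lists were compared by overlap of at least 1 bp, with chance overlap from 20 shuffles of the actl6a list within chromosomes. Pearson correlations of the log2 values over union peaks were computed for all pairs of libraries. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

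The limma step was tested on simulated data drawn from the means of the 29639 union peaks and their spread within groups. Of 200 peaks changed by 1 on the log2 scale, 28.9% were called and 100% had the right sign, averaged over 5 draws, with 3.6 false calls per draw. With no changed peak, 0.2 peaks were called per draw. The draws were normal, gave peaks of the same mean the same spread and did not pick peaks in the groups compared. In these respects they are simpler than the data, and the rates need not hold there.

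Peaks named in the text were chosen by a rule fixed before the data were examined: among called peaks in which both actl6a libraries lay on the same side of both control libraries, the 5 with the largest increase and the 5 with the largest decrease. Alternatives covered the scaling of the libraries, the pseudocount, a filter on low signal, the regions, the variance model, the threshold, the replicate number as a block, and each library left out in turn. Signal at transcription start sites, promoters, gene lists at promoters, motif sets, the promoter share of peaks and corrections for GC content were planned and need sequence or annotation of the build of the tracks; they were not analysed here. For the same reason no gene, exon or intron is assigned to a peak, and the promoter of actl6a was not analysed here. A count-based test was also planned for tracks made of whole reads, and was not run because the recovered whole numbers are reads overlapping each bin and not reads per peak.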

Results

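Chromatin accessibility in the pronephric duct of zebrafish embryos at 30 hours post fertilization was measured in 2 libraries from embryos injected with a control morpholino and 2 from embryos injected with a morpholino against actl6a, which encodes a subunit of SWI/SNF chromatin remodelling complexes. The comparison asks which chromatin regions change when actl6a is knocked down. The inferred depth was 117 M reads (M for mega) in control replicate 1 and 136 M in control replicate 2, and 148 and 165 M in actl6a replicates 1 and 2. Both actl6a libraries were thus deeper than both control libraries. Bins without coverage made up 8.20% and 6.62% of the named chromosomes in the control libraries and 5.48% and 4.65% in the actl6a libraries. Mitochondrial DNA took 1.22% and 0.625% of the control signal and 0.776% and 0.566% of the actl6a signal.

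The peak list of the control group held 24109 peaks, which covered 14.2 Mb or 1.06% of the named chromosomes, with a median width of 520 bp. The list of the actl6a group held 15248 peaks, which covered 8.64 Mb or 0.642%, with a median width of 503 bp. With 1 list per group, their sizes have no replicate error. The ratio of control to actl6a peaks lay between 1.47 and 1.72 on each of the 25 chromosomes. In all, 9647 control peaks (40.0%) overlapped an actl6a peak, and 9666 actl6a peaks (63.4%) overlapped a control peak. Shuffled actl6a peaks overlapped 1.30% of control peaks, and at most 1.45% in 20 draws. The alternative that moved this overlap most gave 64.5%, over the control peaks at or above the median control signal.

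Merging both lists gave 29639 union peaks, of which 9595 were in both lists, 14462 in the control list only and 5582 in the actl6a list only. Median signal over shared peaks was 3.64 ± 0.455 times the genome mean in control libraries (SD, n = 2) and 2.85 ± 0.444 in actl6a libraries (SD, n = 2). The lowest control library, at 3.32, was above the highest actl6a library, at 3.16. Over control-only peaks the medians were 2.499 ± 0.172 in control libraries and 1.54 ± 0.0840 in actl6a libraries (SD, n = 2). Over actl6a-only peaks they were 1.56 ± 0.0327 and 2.31 ± 0.0968 (SD, n = 2). Each list belongs to 1 of the groups compared, so the opposite directions in the peaks of 1 list only are partly fixed by the selection.

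**Figure D1:**
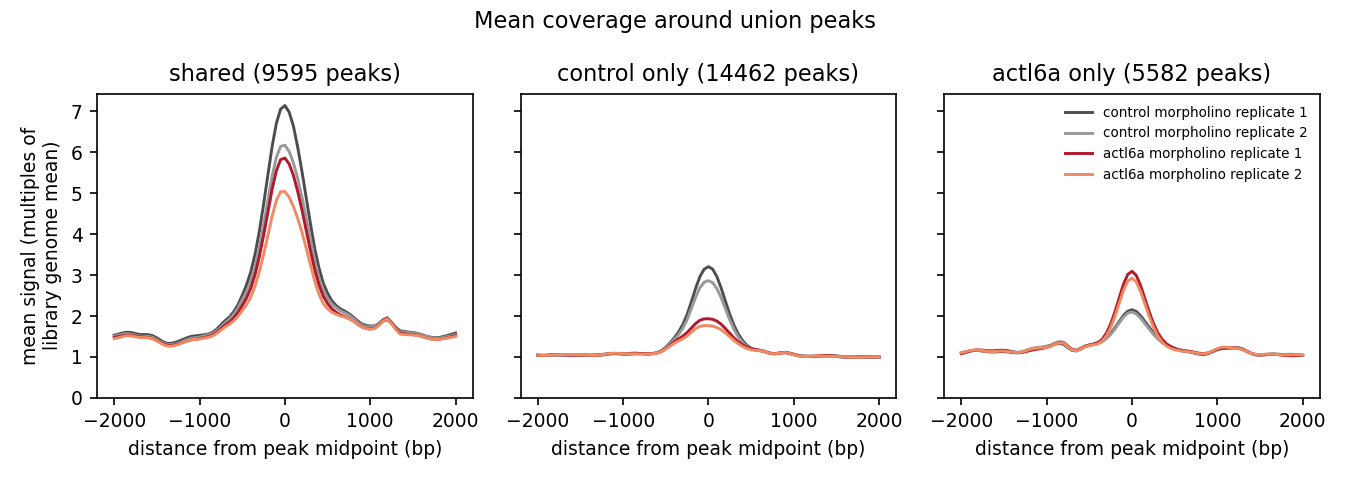
Mean coverage in 50 bp bins (vertical axis, multiples of the genome mean of each library) against the distance from the peak midpoint (horizontal axis, bp) for shared, control-only and actl6a-only peaks, with 1 line per library. Control libraries lie above actl6a libraries at the 9595 shared and 14462 control-only peaks and below them at the 5582 actl6a-only peaks.

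The share of signal in union peaks was 5.03% and 4.48% in the control libraries and 4.06% and 3.61% in the actl6a libraries. The group values were 4.76% ± 0.388 and 3.84% ± 0.316 (SD, n = 2), a difference of -0.918 percentage points. The difference was larger than the SD of both groups, and both actl6a libraries lay below both control libraries. The exact two-sided permutation test gave p = 0.333, the smallest value that 2 libraries against 2 allow. With the actl6a list alone the libraries of the groups overlapped: the shares were 2.998% and 2.64% in control libraries and 2.74% and 2.39% in actl6a libraries, a difference of -0.257 points.

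**Figure D2:**
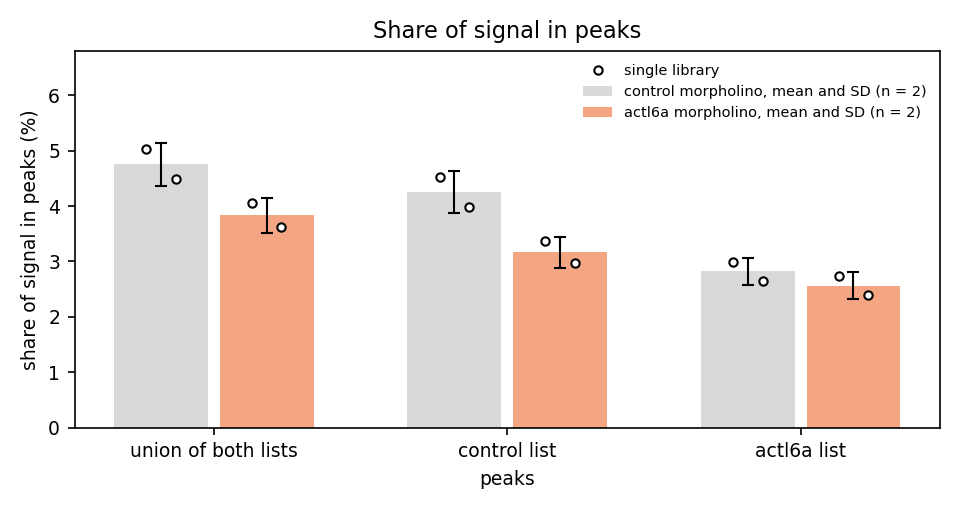
Share of signal (vertical axis, %) that lies in union peaks, in the control list and in the actl6a list (horizontal axis). Bars are group means with SD (n = 2) and circles are single libraries; the groups are separate over union peaks (4.76% and 3.84%) and overlap over the actl6a list (2.82% and 2.56%).

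Over union peaks, Pearson's r of the log2 signal was 0.753 between the control libraries and 0.750 between the actl6a libraries, and averaged 0.605 over the 4 pairs with 1 library of each group. These correlations are across peaks, which are not independent replicates. The excess of within-group over between-group correlation was 0.147. It reversed to -0.0118 when the control list replaced the union.

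The median log2 change over union peaks, actl6a over control, was -0.36 when each library was scaled to its genome mean. Scaling on the median signal of union peaks left a median change of -0.084. Whether that general shift is kept thus decides the direction of peaks with small changes, and which peaks pass the threshold. Against the genome mean, limma called 69 of 29639 union peaks at an adjusted p under 0.05, with 30 higher and 39 lower in actl6a libraries. At an unadjusted p under 0.05 in limma there were 6773 peaks (22.85%), 1306 higher and 5467 lower. Union peaks were picked in the groups compared, which can lower their p-values. Windows of 500 bp were also picked over all 4 libraries, by their enrichment over the surrounding 10 kb. Of these, 12.94% (3120 of 24109) had an unadjusted p under 0.05 in limma. Of the called peaks, 39 were in the control list only, 30 were in the actl6a list only and 0 were shared. Absolute log2 changes of called peaks ran from 1.45 to 2.43. The number of calls depended strongly on the settings: 1089 peaks had an adjusted p under 0.1, and 4 were called with a pseudocount of 0.1. With the peak-median scaling 47 peaks were called, 45 higher and 2 lower.

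**Figure D3:**
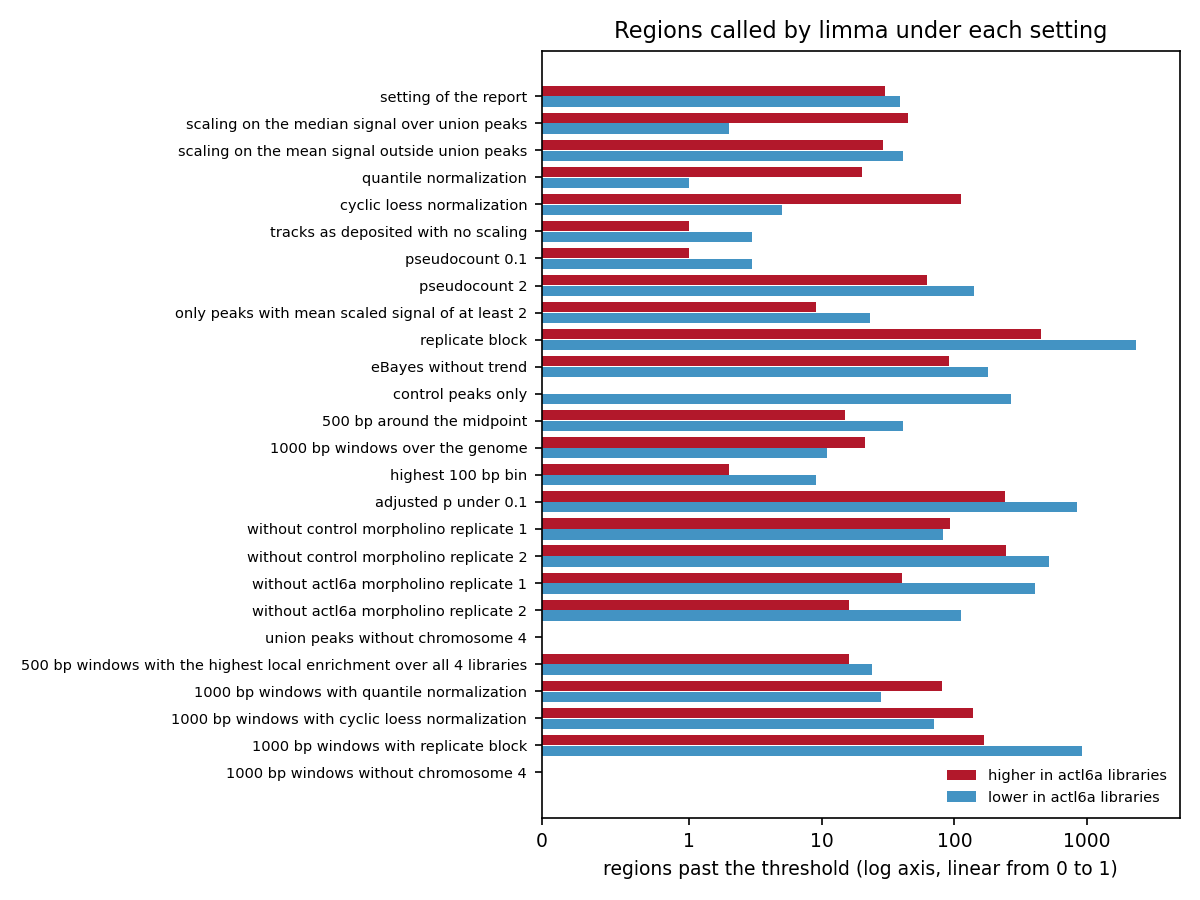
Number of regions past the threshold in limma (horizontal axis, log scale with a linear part from 0 to 1) under each setting (vertical axis), with bars for regions higher and lower in actl6a libraries. The setting of the report gives 30 higher and 39 lower, and leaving out chromosome 4 gives 0 of either.

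Chromosome 4 held 21 of the 69 called peaks (30.4%) and 3.85% of union peaks. When chromosome 4 was left out before the adjustment, limma called 0 of 28497 peaks, with 6458 at an unadjusted p under 0.05. Mean coverage of the part of chromosome 4 beyond 30 Mb, in 100 kb windows, was 0.920 ± 0.00730 times the genome mean in control libraries and 0.840 ± 0.00897 in actl6a libraries (SD, n = 2). Up to 30 Mb the values were 1.07 ± 0.00721 and 1.06 ± 0.00163 (SD, n = 2). In the called peaks of chromosome 4, the flanks 500 to 1500 bp outside the peak changed in the direction of the peak by a median of 0.92 on the log2 scale.

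**Figure D4:**
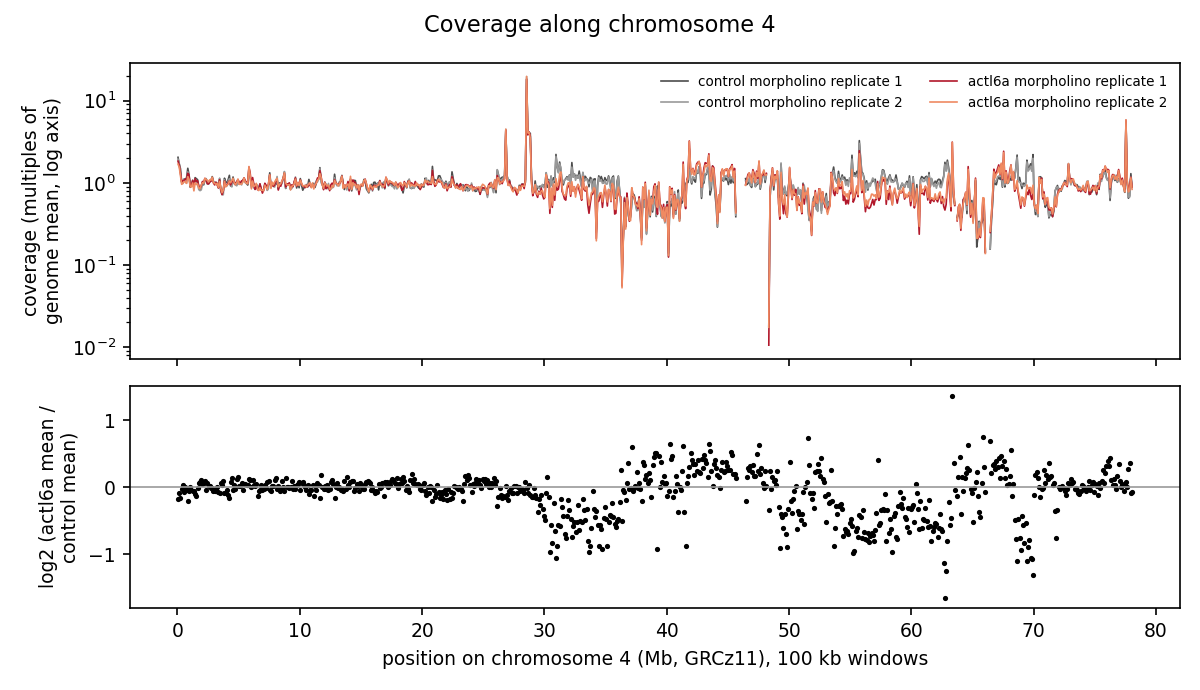
Coverage of chromosome 4 in 100 kb windows against position (horizontal axis, Mb). The upper panel gives each library (vertical axis, multiples of the genome mean, log scale; lines break where there is almost no coverage) and the lower panel the log2 ratio of the group means, which spreads with an SD of 0.092 up to 30 Mb and 0.42 beyond.

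The 5 largest decreases all lay on chromosome 4, where coverage outside the peaks differed as well. At 33244521 to 33244817 signal was 2.61 ± 0.762 in control and 0.0696 ± 0.0192 in actl6a libraries (SD, n = 2), a log2 change of -2.43 (SE 0.491, adjusted p 0.0382 in limma). At 69708593 to 69708840 the log2 change was -2.35, and at 69706807 to 69707398 it was -2.17. The peak at 69722642 to 69723251 went from 3.95 ± 0.499 to 0.552 ± 0.0392 (SD, n = 2), a log2 change of -2.08 (SE 0.344, adjusted p 0.00708 in limma). At 69828425 to 69828921 the log2 change was -2.01, with control libraries at 6.60 and 2.05 and actl6a libraries at 0.644 and 0.471.

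The largest increase was on chromosome 12 at 9654065 to 9654286, from 0.363 ± 0.259 to 3.08 ± 0.892 (SD, n = 2), a log2 change of 2.06 (SE 0.400, adjusted p 0.0306 in limma). On chromosome 13 at 38728698 to 38728943 signal went from 0.369 ± 0.0141 to 3.02 ± 0.627 (SD, n = 2), a log2 change of 2.005. The remaining increases were on chromosome 20 at 36742097 to 36742310 with a log2 change of 1.94, on chromosome 4 at 65907281 to 65907930 with 1.87 and on chromosome 15 at 10258549 to 10258805 with 1.83. Adjusted p in limma ran from 0.00708 to 0.0462 over these 10 peaks. In the group with less signal, a library had 1.76 to 41.9 inferred reads in these peaks. All 10 were found in the list of 1 group only, 5 of them in each, and their changes are the extremes of 29639 peaks. No adjusted p stayed under 0.05 in the 4 of them that lie outside chromosome 4 when that chromosome was left out, where the 4 values were between 0.0545 and 0.0614.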

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

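The window size, the 1.5-fold limit, the 30 Mb boundary, the comparison with mixed splits, the 5 Mb steps and the separation by direction of the test with peaks left out were chosen after the coverage had been seen.

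Coverage outside the main comparison was higher in actl6a than in control libraries at some places. In 11 of 13450 windows of 100 kb both actl6a libraries were at least 1.5 times both control libraries, and in 52 windows they were lower by the same factor. Beyond 30 Mb of chromosome 4 lay 57 of these 63 windows, 6 higher and 51 lower, among 467 windows there. Of 864 unplaced scaffolds of at least 5000 bp, 6 were higher in actl6a libraries by that factor and 28 were lower. The strongest windows were 62700001 to 62800000, with 1.78 and 1.68 times the genome mean in control and 0.466 and 0.635 in actl6a libraries, and 63300001 to 63400000, with 1.24 and 1.19 in control and 3.13 and 3.10 in actl6a libraries.

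The differences came in long stretches of both directions. In steps of 5 Mb, the median log2 ratio of actl6a to control was -0.52 from 30 to 35 Mb, 0.24 from 40 to 45 Mb, 0.17 from 45 to 50 Mb and -0.57 from 55 to 60 Mb. In the first and last of these, 49 of 50 windows were lower. No step of chromosome 4 departed from 0 by more than 0.068 when the libraries were split so that each side held 1 of each group.

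The mixed splits gave 0 windows of 100 kb past the limit, and 1 and 0 scaffolds. Noise in single windows would be expected under any split, but chance differences between libraries that happen to follow the groups cannot be told apart from a group difference with 3 splits. A change of accessibility at called peaks only is argued against for the decreases: with union peaks and bright bins left out, 45 of the 51 lower windows stayed past the limit, and their median log2 ratio went from -0.87 to -0.84. For the increases it stays open, because 2 of the 6 higher windows stayed past the limit. In all 6 both actl6a libraries were still above both control libraries, with a median log2 ratio of 0.53 in place of 0.71. A depth or scaling factor for a whole library moves all stretches alike, and here coverage was higher in some stretches and lower in others.

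An inherited sequence or copy number difference between the pools of embryos is a candidate explanation. In its most complete form, with a stretch missing from a whole pool, it predicts stretches that lack coverage in 1 group and have ordinary coverage in the other. A difference carried by only part of a pool would lower coverage without removing it, and a count of stretches without coverage cannot test that. Beyond 30 Mb of chromosome 4 there were 48 windows of 1000 bp with under 0.1 times the genome mean in both libraries of 1 group and at least 0.5 in both of the other, 43 without coverage in actl6a and 5 in control libraries, against 0 under the mixed splits. Of the 48, 19 lay in the differing 100 kb windows. Elsewhere in the genome there were 8 such windows for actl6a and 33 for control libraries, against 3 and 5 for the sides of each mixed split. The 8 were thus close to the level of the mixed splits and the 33 were not. The called peaks of chromosome 4 bear on it as well: in 20 of 21 the flanks moved with the peak, by a median of 0.92 on the log2 scale (95% bootstrap interval over peaks 0.80 to 1.04), against 0.033 in the 815 uncalled peaks of that chromosome that were in 1 list only. In 2 of the 21 both libraries of the lower group had flanks under 0.5 times the genome mean, so most of these flanks were lower but not without coverage, and a stretch missing from a whole pool is not what they show. The hypothesis does not exclude an effect of the knockdown on chromatin over long stretches, which stays open as untested, because both libraries of a group may share parents or a preparation and the labels name neither. Reads shared between repeated copies were not tested, since the handling of such reads is not stated.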

How the results depend on the processing

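Leaving out chromosome 4, the windows picked over all 4 libraries, the windows combined with another scaling or with the block, all settings of the median change, and leaving out libraries in the agreement were added after the results had been seen; the other settings were planned.

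The number of called peaks was the least stable result. Against 69 peaks (30 higher, 39 lower), it stayed within 1.5 times with scaling on the median signal over union peaks (47), with scaling on the signal outside them (70) and with 500 bp around the midpoint (56). The first of these turned the split to 45 higher and 2 lower, and 30 of its 47 calls were among the 69. Quantile normalization gave 21 (20 higher, 1 lower) and cyclic loess 117 (112 higher, 5 lower). The tracks without scaling gave 4 (1 higher, 3 lower), the same numbers as a pseudocount of 0.1. Mean coverage of these tracks was nearly equal, from 2.46 in actl6a replicate 2 to 2.49 in control replicate 1. Leaving out the scaling thus hardly shifts the libraries against each other and mainly makes the pseudocount smaller relative to the genome mean. Of the 117 with cyclic loess, 35 were among the 69. A pseudocount of 0.1 gave 4 and one of 2 gave 203, the latter including all 69. Peaks with a mean signal of at least 2 gave 32 of 18971. eBayes without trend gave 271 and an adjusted p under 0.1 gave 1089, both including all 69. The control list gave 269, all lower, a direction that picking peaks in the control group favours, and the highest 100 bp bin gave 11. Windows of 1000 bp with a signal of at least 3 gave 32 of 7306 (21 higher, 11 lower), 25 of them on chromosome 4 beyond 30 Mb. Those windows gave 109 with quantile normalization and 208 with cyclic loess. Windows of 500 bp picked by local enrichment over all 4 libraries gave 40 of 24109. Without chromosome 4, limma called 0 union peaks (6458 at an unadjusted p under 0.05) and 0 of 6702 windows (913 at an unadjusted p under 0.05). The 48 calls on other chromosomes were thus lost without it, but the log2 change of a peak does not depend on other peaks. In the 4 named peaks elsewhere it stayed the same, while adjusted p in limma went from between 0.0306 and 0.0462 to between 0.0545 and 0.0614. Leaving out chromosome 4 alters the adjustment and the variance shared between peaks, which were not separated. Apart from the link between no scaling and the pseudocount, the cause of the other changes was not tested.

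Leaving out 1 library gave between 128 calls (without actl6a replicate 2) and 760 (without control replicate 2), with 175 without control replicate 1 and 446 without actl6a replicate 1. In these fits the lone library is assumed to vary like the other group. With the replicate number as a block, limma called 2796 peaks (447 higher, 2349 lower), including all 69, and 1089 windows of 1000 bp. The labels do not state that the numbers pair samples, and 2 pairs are too few for the data to settle it. The differences between replicates 1 and 2 correlated between the groups at r = 0.056 across union peaks, 0.090 across the 500 bp windows picked over all 4 libraries and 0.285 across the 1000 bp windows.

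The median log2 change of -0.36 stayed below 0 in every setting run except windows of 1000 bp with quantile normalization, where it was 0.000132. It was -0.084 with peak-median scaling, -0.059 with quantile normalization and -0.039 with cyclic loess, all of which align the peaks by construction. A pseudocount of 2 gave -0.24, the control list -0.47, windows picked over all 4 libraries -0.23 and windows of 1000 bp -0.13. Those windows gave -0.0011 with cyclic loess and -0.14 without chromosome 4. Without 1 library it ran from -0.43 to -0.24.

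The share of signal in peaks stayed lower in actl6a libraries. The difference of -0.918 points moved by more than the spread between replicates with the actl6a list alone (-0.257), and ran from -1.19 (without control replicate 2) to -0.644 (without control replicate 1). The part of control peaks shared with the actl6a list, 40.0%, was 35.7% with at least 0.5 of the control peak covered, 33.6% with 0.5 of both peaks covered, 64.5% at or above the median control signal and 56.5% with lists of equal size. The excess of within-group correlation, 0.147, was 0.179 with Spearman, 0.0979 with a pseudocount of 2, 0.0168 over windows of 1000 bp and reversed to -0.0118 over the control list. Without 1 library it ran from 0.124 to 0.172. The cause of these changes was not tested beyond the picking of regions.

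The 10 named peaks kept their direction in each of the 13 settings that change their log2 values and fit all of them (130 values). For leaving out a library and for the pseudocounts the naming rule fixed this in advance. It required both actl6a libraries on the same side of both control libraries. In the remaining settings a reversal was unlikely, as these are the largest changes among called peaks. Adjusted p in limma ran from 3.18e-05 to 0.23 over all settings but the main one that kept all 4 libraries. These include settings that leave the log2 values as they are. All 10 stayed under the threshold with scaling on the signal outside peaks, a pseudocount of 2, no trend and the block. Under a pseudocount of 0.1, no scaling and the highest 100 bp bin, 1 did. Without actl6a replicate 2 the log2 changes ran from 1.38 to 1.84 in the named increases and from -2.51 to -1.90 in the decreases. Without control replicate 1 they ran from 1.99 to 2.38 and from -2.95 to -1.28. Over all union peaks the median counting error was 0.11 and the median spread between libraries 0.29 on the log2 scale, but the named peaks rest on few reads in the group with less signal: 1.76 to 41.9 inferred reads per library, with at least 1 library under 10 reads in 7 of the 10. There the pseudocount sets much of the log2 value, and depth limits the size of the change. Not run were the count-based test, the corrections for GC content with and without the block, and every setting of start sites, promoters, gene lists, motif sets and the promoter share.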

Other observations

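The test of overlap between lists from mixed pairs, the trend with depth, the tests of the signal share in regions picked elsewhere and of the agreement left in regions picked over all 4 libraries were chosen after the results had been seen.

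The small overlap of the lists has a technical candidate explanation, thresholding of noisy signal. Windows of 500 bp were ranked by their enrichment over the surrounding 10 kb in a pair of libraries, and lists of the deposited sizes were taken. Lists from the control pair and the actl6a pair shared 42.4% of the larger list, close to the 40.0% of the deposited lists. Lists from pairs that each held 1 library of each group shared a mean of 44.5% over 4 arrangements. With windows ranked by brightness the values were 53.3% and 56.8%. The overlap was thus nearly as small whichever way the libraries were paired. How the authors called peaks is not stated, so these rules only stand in for their caller, and an effect of the knockdown on the remaining difference stays open as untested.

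The opposite changes of control-only and actl6a-only peaks may largely follow from the same selection. In the deposited lists the median log2 change was -0.55 in control-only and 0.43 in actl6a-only peaks, a gap of 0.99. Lists picked by local enrichment gave a gap of 0.95 between the real groups and 0.86 (mean of 4) between mixed pairs, 90.2% of it. Ranking by brightness gave 0.96 and 0.77. The gap was larger between the real groups than in each of the mixed arrangements, and a part due to the knockdown stays open. Shared peaks, which are in both lists, had a median log2 change of -0.31.

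Selection may also add to the better agreement within groups. This was examined in windows of 500 bp picked by rule, where the excess by group was 0.0816 with local enrichment, and the excess of 0.147 over union peaks was not itself divided. Picking regions in the pairs compared raised the excess of within-pair correlation by 0.0542 (mean of mixed pairs, range 0.0498 to 0.0620) and by 0.0555 in the real groups when regions were ranked by local enrichment. Ranked by brightness the rise was 0.0101 (range 0.00708 to 0.0144) for mixed pairs and 0.0169 for the real groups, above each mixed pair. Selection thus may give as much in any split under the first rule and part of the rise under the second. In windows picked by local enrichment over all 4 libraries an excess of 0.0261 was left by group, which selection in the groups does not account for; it was -0.00354 and -0.0226 under the mixed splits. As the 3 splits use the same 6 correlations, a positive value in 1 of them goes with lower values in the others, and the remaining excess could be of technical or biological origin.

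The lower share of signal in peaks of actl6a libraries runs parallel to depth. Inside the groups the share fell by 0.0299 and 0.0263 points per M inferred reads, and over the 29.7 M reads between the groups these slopes give a difference of -0.835, where -0.918 was observed. A trend with depth, or with something that goes with it such as the quality of a library, may thus give nearly the whole difference; the estimate is weak, since each slope rests on 2 libraries and the depths of the groups do not overlap. Selection of peaks in control libraries is argued against as the whole source, because the share in windows picked over all 4 libraries was also lower in actl6a libraries, by -0.655 points. A lower share caused by the knockdown stays open as untested.

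Whether the libraries of a group resemble each other by chance cannot be excluded for the called peaks or windows. Of the 3 splits of the 4 libraries only 1, the split by group, gave 69 peaks or 32 windows of 1000 bp. Both mixed splits gave 0 in limma. At an unadjusted p under 0.05 they had 537 and 156 peaks (1.81% and 0.526%) and 270 and 13 windows (3.70% and 0.178%). All of these lie below the share that a threshold of 0.05 gives by chance. A mixed split puts any difference between the groups into the spread within its sides, so its 0 calls do not measure what chance gives. With 3 splits the share of splits with as many calls cannot fall under 0.333. This also holds for the coverage differences on chromosome 4, where 25 of the 32 called windows lie beyond 30 Mb. Random noise that is independent between libraries is a separate matter: unchanged peaks simulated with a spread within groups smoothed over peaks gave 0.2 calls per draw. That simulation leaves out differences of spread between peaks of the same mean and the picking of peaks in the groups, so it does not settle the rate in the data.

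The called peaks outside chromosome 4 are of another kind than those on it. A coverage difference wider than the peak, as a missing stretch of sequence would give, is argued against for these 48 peaks as a set: their flanks moved with the peak by a median of 0.059 on the log2 scale (95% bootstrap interval over peaks -0.067 to 0.19), and in 29 of 48 the direction was the same. Differences of sequence that end within 500 bp of the peak stay open, as does a change in accessibility, and these peaks are not called once chromosome 4 is left out.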
